A study of Arabidopsis thaliana with 3 samples.

How the data were processed

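Paired-end analysis of transcription start sites (PEAT) sequences the 5′ ends of transcripts, and each read pair is taken to mark where a transcript began. It was applied to total RNA from whole 10-day-old wild-type Arabidopsis thaliana seedlings of the Col-0 accession. One library came from white light, 1 from 45 min and 1 from 90 min of light enriched in far-red, and samples were grouped by the treatment given in the labels. Per the labels' protocols, the library preparation followed a published PEAT protocol up to the circularisation of the amplified product, and a commercial kit for Illumina sequencing took its place from there.

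The processed data were 1 table for the whole series, with 14437 entries for 9617 transcripts of 6814 genes. Per the file headers, the authors deposited raw counts per library in 3 forms, namely all reads of the transcript, reads in a first start window and reads in a second start window. The second window leaves part of the coding sequence downstream, except in 8 entries in which the length left equals or exceeds the full length. Each entry pairs the first window of a transcript with 1 of its second windows, of which a transcript had at most 5. The deposited p-values are those of Fisher's exact test on the reads of both windows in a pair of libraries, with a Benjamini-Hochberg value over all entries, and recomputing both from the counts gave the same values. The deposited fold changes are ratios of raw first-window counts between libraries, and the relative fold changes divide the ratio of the second window by that of the first. No scaling by library size entered those ratios. The aligner, the genome build, the annotation version, the width of the windows, any removal of duplicate reads and the rule by which entries were selected are not stated in the labels or the file headers. The smallest values in the table were 100 reads per transcript over the 3 libraries, and 10% of those reads in each of the windows. The table is thus a selection, and its totals are not the depth of the libraries.

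One transcript stood for each gene, the one with the most reads, and equal isoforms were resolved to the lowest isoform number. The totals over these transcripts were 3440656 reads in white light, 4373900 at 45 min and 4125024 at 90 min. Some genes share reads, since Tic20-I (AT1G04940) and AT1G04945 have the same window counts in all 3 libraries. Such reads count more than once in the totals, and such genes are not independent in the gene counts. How many genes share reads was not counted. The second windows of a transcript were summed, and the second-window share of a gene is the percentage of its first- and second-window reads that fell in the second windows. For each pair of libraries, genes with at least 20 window reads in both were compared by a two-sided Fisher's exact test with Benjamini-Hochberg adjustment over the genes tested. A gene was counted as changed at an adjusted p under 0.05 and a change of at least 10 percentage points. Read levels were reads per 1000000 reads of the table total (RPM), and ratios between libraries were taken on the log2 scale after adding a pseudocount of 1, which understates the change of genes with few reads. Model-based count tests that estimate the spread between replicates were not used, since each group has 1 library.

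Shares carry 95% Wilson confidence intervals. Polymerase chain reaction reads without molecular identifiers are not independent molecules, so these intervals and all limits set by a count of 0 (3 reads of the total) cover counting error only. At a depth of 44 window reads per gene, counting error alone gave a median absolute change of 6.29 points between white light and 45 min, against 1.32 points at 881 window reads. Genes with few reads were therefore measured less precisely.

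The inflation of a comparison is the median chi-square statistic of its genes over the value that counting error alone gives, computed in 6 bins of depth. Depth here is the harmonic mean of the window reads of a gene in both libraries. To set white light against the spread seen between the far-red libraries, chi-square values were also divided by the inflation of the 45 and 90 min pair at the same depth. That scaled chi-square test was chosen after seeing the data. Because its deepest bin spans a wide range, the inflation was also taken from the genes within 2-fold of the depth of each gene (at least 20 genes), likewise after seeing the data. Because both far-red comparisons share the white light library, unchanged groups were simulated 10 times with independent reads and 10 times with reads as overdispersed as those of the far-red pair.

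The named genes were fixed by a rule before the data were examined. It took ATHB2, the members of a preset list of 15 shade-responsive genes that the table holds, and the 5 genes with the largest rise and the 5 with the largest fall in second-window share at 90 min. These were drawn from genes past the threshold at both times in the same direction. Ties at a change of 100 points were resolved by the number of window reads in white light and at 90 min together, a choice made after seeing the data. The median log2 ratio of the list was placed among 10000 random gene lists of the same size matched on mean level. Gene symbols and neighbouring genes came from a RefSeq gene table of assembly TAIR10.1, in which 6799 of the 6814 locus identifiers matched, and the symbol ATHB2 is that of the series title. No coordinates are given because the build behind the table is not stated.

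Alternatives fixed before the data were examined were minima of 10 and 50 reads, no minimum change and a minimum of 20 points, an adjusted p of 0.01, libraries thinned to the smallest total, each ATHB2 second window taken alone, median-of-ratios scaling, a pseudocount of 0.1, a read minimum for list genes and the list without each gene in turn. Those added after seeing the data were the lowest-numbered isoform, both scaled chi-square tests and the share of all transcript reads for ATHB2.

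The tests were tested on simulated data. With independent reads and shares raised by 30 points in 200 of 6094 genes with at least 20 window reads, Fisher's exact test recovered 175 (87.5%) with 8 other calls, and the median estimated change was 30.1 points. With nothing changed but reads copied from fewer molecules, Fisher's exact test still called 3330 of 6094 genes, and the scaled test called 0. With nothing changed but shares that scatter between libraries alike at every depth, the counts were 2977 and 18, of which 17 lay in the deepest bin. With inflation within 2-fold of the depth the scaled test called 0 genes in either case. All libraries had the same noise in these simulations, so a noisier white light library was not covered. When each molecule was copied into 20 reads, the scaled test recovered 114 of 200 genes (57%) whose share was raised by 50 points at 200 or more window reads, with 1 other call, and 112 (56%) with inflation within 2-fold of the depth. The power for smaller changes or fewer reads was not simulated. The slope of log inflation on log depth came out at -0.21 for copied reads and 0.97 for scattered shares. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and plots Matplotlib 3.10.9.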

Results

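Transcription start sites were profiled by PEAT in wild-type Arabidopsis seedlings kept in white light or moved to light enriched in far-red, as under a leaf canopy, for 45 or 90 min. The study concerns a microprotein encoded by ATHB2, a gene of the shade avoidance response, and the design text describes lines in which it was deleted or overexpressed. The libraries described here are all wild type. Each condition has 1 library, so there are no replicates, every test compares libraries and not conditions, and no difference has a replicate check. The table held 3440656 reads in white light, 4373900 at 45 min and 4125024 at 90 min over 6814 genes, with a median of 155, 188 and 182 reads per gene. The 10 genes with the most reads held 20.1%, 21.4% and 19.6% of them. Reads shared by genes are counted more than once in these totals.

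Every gene in the table has a first start window and at least 1 second window, which left less than the full coding sequence downstream in all but 8 deposited entries. The median deposited entry left 47.8% of the coding sequence downstream of the second window. Whether second windows are starts of transcription was not tested. Start site use here means the split of reads between windows. Pooled over genes, the second-window share was 34.3% in white light, 37.3% at 45 min and 39.0% at 90 min. In the median gene it was 38.1%, 36.4% and 41.4%, so the order of white light and 45 min depended on how genes were weighted.

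The first comparison asked which genes changed their start site use in far-red. Between white light and 45 min, 4019 of 6095 genes tested (65.9%) passed the threshold, of which 1942 had a higher and 2077 a lower second-window share. Between white light and 90 min, 4153 of 6094 genes (68.1%) passed, 2290 higher and 1863 lower. The median absolute change was 18.5 points at 45 min and 20.3 points at 90 min. In the authors' deposited table, 9461 of 14437 entries (65.5%) had a Benjamini-Hochberg value under 0.05 at 45 min and 9808 (67.9%) at 90 min.

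The later far-red library was then compared with the earlier one. Of 6357 genes tested, 3653 (57.5%) passed the threshold, 2201 higher and 1452 lower at 90 min, with a median absolute change of 14.7 points. The authors' deposited table gave 8993 entries (62.3%) under 0.05 for this pair. The share of genes past the threshold was thus 57.5% between the far-red libraries, against 65.9% and 68.1% between far-red and white light.

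In all 3 pairs the changes were larger than counting error. The overall inflation of the chi-square statistic was 39.6 for 45 min against white light, 43.9 for 90 min against white light and 27.6 for 90 against 45 min. Genes at a median depth of 44 window reads changed by a median of 39.4 points between white light and 45 min, where counting error alone gives 6.29 points. At a median depth of 881 window reads the change was 8.65 points against 1.32 points. The alternatives that moved these counts most were the chi-square tests scaled by the far-red pair, chosen after seeing the data. Scaling in 6 bins of depth left 17 genes at 45 min, 12 higher and 5 lower, and 10 genes at 90 min, 10 higher and 0 lower. Of these, 15 of 17 and 9 of 10 lay in the deepest bin. Above 10000 window reads the inflation of the far-red pair was 630, against 39.3 for that bin as a whole. The counts moved furthest with the inflation taken from genes within 2-fold of the depth of each gene, with which 0 genes passed at 45 min and 1 at 90 min, and at an unadjusted p under 0.05 the chi-square test passed 380 genes (6.23%) and 467 genes (7.66%). At an unadjusted p under 0.05, the chi-square test scaled in 6 bins passed 385 genes (6.32%) at 45 min and 448 (7.35%) at 90 min. Genes with few reads could not pass the scaled tests whatever their change, because chi-square cannot exceed the window reads of both libraries together. A change of 100 points in SFP2 at 90 min gave an adjusted p of 0.189 (chi-square test scaled in 6 bins). These counts therefore do not show that genes with few reads were unchanged.

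**Figure D1:**
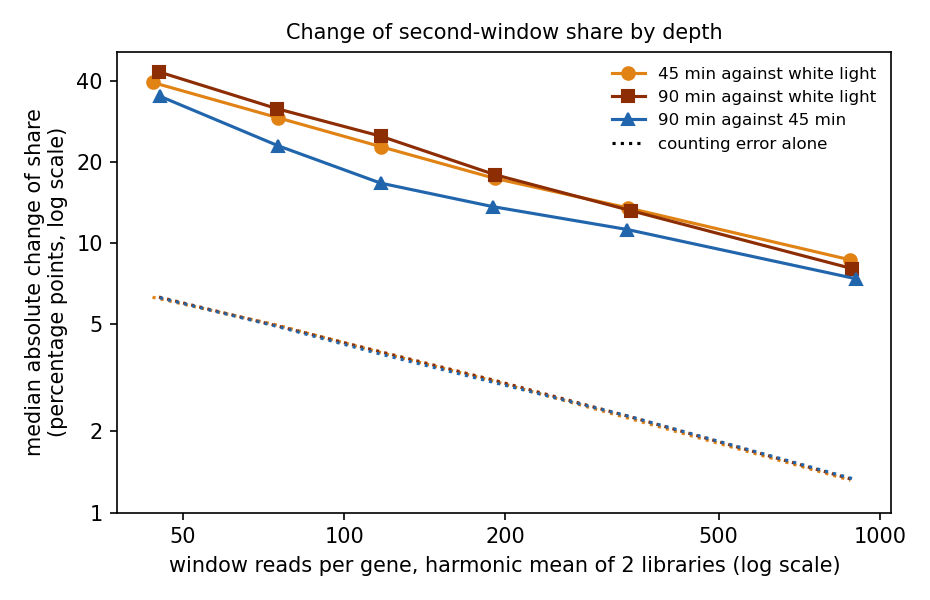
Median absolute change of second-window share, in percentage points, against window reads per gene, both on log scales, in 6 bins of depth for each pair of libraries. Solid lines are observed and dotted lines are the medians that counting error alone gives. The observed change of 90 min against white light falls from 43.1 to 8.03 points with depth and stays above counting error in every bin.

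Both far-red libraries were also compared for agreement with each other relative to white light. Of 5899 genes tested at both times, 2819 passed the threshold at both, and 2600 of these (92.2%) changed in the same direction while 219 changed in opposite directions. Over all 5899 genes, 74.2% changed in the same direction. Since the white light library is shared, simulated unchanged groups gave 67.2% with independent reads and 66.2% with reads as overdispersed as those of the far-red pair. The overdispersed simulation also gave a mean of 2274 genes past the threshold at both times, 82.8% of them in the same direction, and the simulation with independent reads gave 0 such genes. With the chi-square test scaled in 6 bins, 2 genes passed at both times, and with inflation taken at the depth of each gene, 0 did. Both scaled tests are out of reach for genes with few reads.

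ATHB2 (AT4G16780) has 2 second windows in the table, with 435 and 378 bases of coding sequence left. The authors' deposited table lists a homeobox associated leucine zipper domain downstream of each (overlap value 100). For the window with 435 bases left it also lists a homeobox domain (77) and a homeobox KN domain (100). For the window with 378 bases left it also lists a homeobox KN domain (80). All ATHB2 reads rose from 93.6 RPM in white light to 1509 RPM at 45 min, a 16.1-fold rise, and stood at 659 RPM at 90 min, a 7.04-fold rise. Reads in the first window rose 18.7-fold and 9.94-fold, and reads in the second windows 14.4-fold and 5.05-fold. Among the 4421 genes with at least 100 white light reads, the log2 ratio of ATHB2 ranked 1 at 45 min and 3 at 90 min.

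The share of ATHB2 window reads in the second windows was 48.8% in white light (145 of 297 reads, 95% Wilson interval 43.2% to 54.5%). It was 42.4% at 45 min (2650 of 6254, 41.2% to 43.6%) and 32.7% at 90 min (878 of 2689, 30.9% to 34.4%). The change at 45 min was -6.45 points (Fisher's exact test, p = 0.0306, adjusted p = 0.0419), below the minimum of 10 points. The change at 90 min was -16.2 points (Fisher's exact test, p = 5.17e-08, adjusted p = 1.27e-07), and between 45 and 90 min it was -9.72 points (Fisher's exact test, p = 4.33e-18, adjusted p = 5.56e-17). Among 200 genes of similar depth, 66.5% changed at least as much at 45 min and 28.5% at 90 min, and between 45 and 90 min 23.8% of the 172 genes within 2-fold of its depth did so. The fall in share was therefore within the spread of these genes in each pair.

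The second windows of ATHB2 moved differently when each was set alone against the first window. The share of the window with 378 bases left changed by -11.0 points at 45 min and by -19.7 points at 90 min (Fisher's exact test, p = 2.82e-04 and 2.27e-11). The window with 435 bases left held 25 reads in white light, and its share changed by 5.23 points at 45 min (Fisher's exact test, p = 0.0972) and by -0.158 points at 90 min (Fisher's exact test, p = 0.911). These are 3 definitions of the ATHB2 share, and the direction at 45 min depended on which was used.

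**Figure D2:**
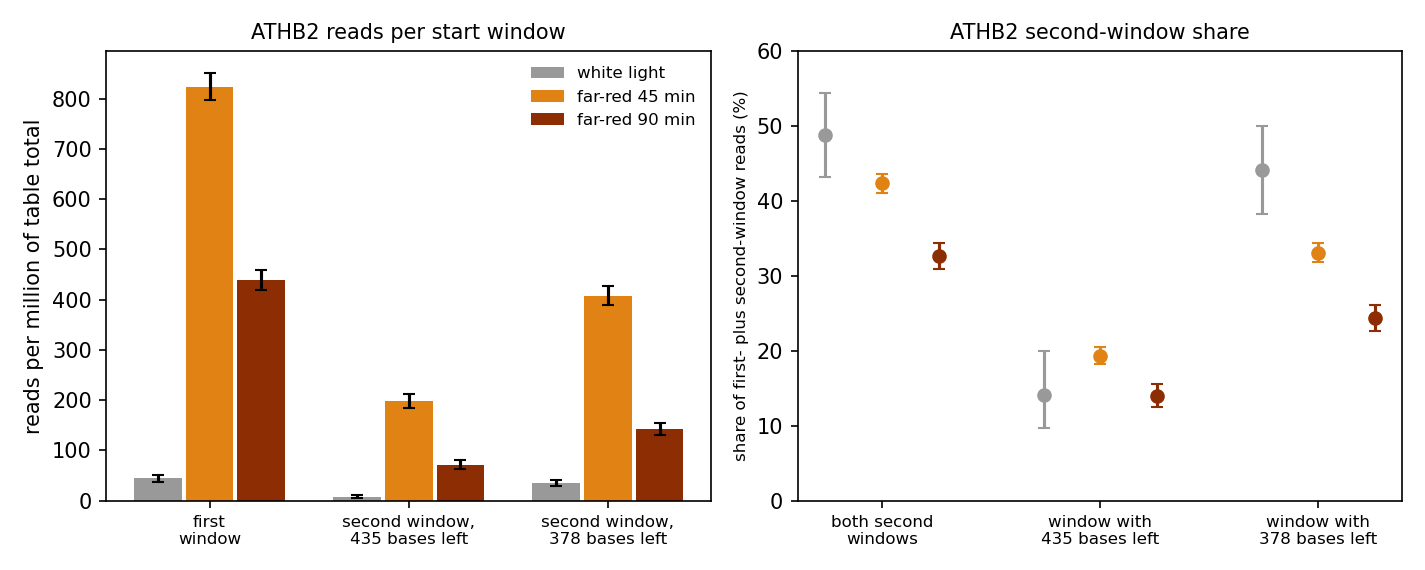
Left, ATHB2 reads per 1000000 reads of the table total (RPM) in each start window, with 1 bar per library and 95% Wilson intervals. Right, the percentage of first- plus second-window reads that fell in both second windows, or in each alone against the first window, with 95% Wilson intervals. Reads rose in every window in far-red, and the share of both second windows was 48.8% in white light, 42.4% at 45 min and 32.7% at 90 min.

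A preset list of shade-responsive genes was used to ask whether the libraries labelled far-red differed from white light as such a list would. The table held 6 of its 15 genes, namely ATHB2, PIL1 (AT2G46970), HFR1 (AT1G02340), YUC8 (AT4G28720), HAT1 (AT4G17460) and CKX5 (AT1G75450). The other genes of the list were not analysed here. The median log2 ratio of these 6 genes was 2.42 at 45 min, with 6 of 6 genes higher, and 2.97 at 90 min, with 5 of 6 higher. As a description of these libraries, 0 of 10000 random lists matched on mean level had a median as high at either time, and the 95th percentile of the random medians was 0.47 at both. The mean level includes the far-red libraries, so matched genes can be deeper in white light than the list genes. Leaving out list genes in turn moved the median most, to between 1.66 and 3.18 at 45 min. HAT1 read levels were 34.3 RPM in white light, 98.5 at 45 min and 33.9 at 90 min, so its log2 ratio at 90 min was -0.01. CKX5 had 10 reads in white light and overlaps 3 other annotated genes, so its values are uncertain.

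**Figure D3:**
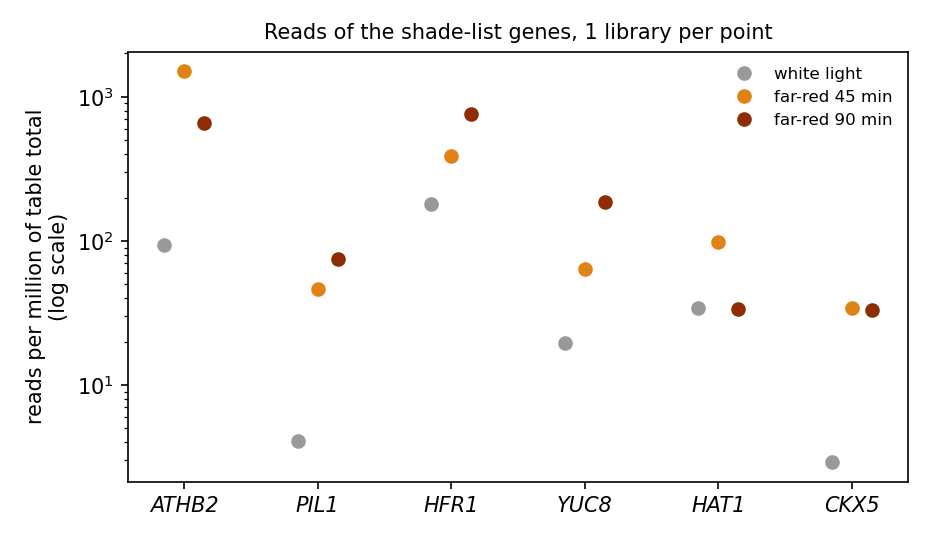
Reads per 1000000 reads of the table total (RPM), on a log scale, for the 6 genes of the preset list that the table holds, with 1 point per library. All 6 genes are higher at 45 min than in white light, and HAT1 is back at its white light level at 90 min (33.9 against 34.3 RPM).

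Only ATHB2, HFR1 and HAT1 of the list had at least 20 window reads in white light. All 3 had an adjusted p under 0.05 by Fisher's exact test at both times, over all genes tested. The same held when adjusted over the list alone (3 of 3 at 45 min and 3 of 3 at 90 min). Of all genes tested against white light, 65.9% passed the threshold at 45 min and 68.1% at 90 min. Fisher's exact test therefore cannot tell a response of these genes to far-red from spread between libraries. The HFR1 second-window share was 1.91% in white light (10 of 524 reads, 95% Wilson interval 1.04% to 3.48%), 24.3% at 45 min (22.0% to 26.7%) and 16.0% at 90 min (14.6% to 17.4%). The HAT1 share moved the other way, from 36.6% (26 of 71 reads, 26.4% to 48.2%) to 18.8% (14.99% to 23.4%) and 4.60% (1.80% to 11.2%).

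Of the 2600 genes past the threshold at both times in the same direction, 1303 rose and 1297 fell. The largest possible change at 90 min, 100 points, was reached by 30 rises and 26 falls, and those with the most window reads in white light and at 90 min together are named. The rises were SFP2 (AT5G27360), TPR15 (AT2G41520), SUVH3 (AT1G73100), AT1G66500 and AT5G20885. SFP2 had 161 first-window and 0 second-window reads in white light, which allows a second-window share of up to 1.86%, and 0 first-window and 95 second-window reads at 90 min, which allows a first-window share of up to 3.16%. Its share at 45 min was 35.0%, and the shares of the other rises at 45 min lay between 11.1% and 65.8%. The falls were AT2G47020, AT5G50860, AT5G22700, EMB2777 (AT2G43650) and UBP25 (AT3G14400). AT2G47020 had 47 second-window reads and 0 first-window reads in white light, and 193 first-window reads and 0 second-window reads at 90 min. The shares of the 5 falls at 45 min lay between 1.23% and 79.6%. All 10 genes passed Fisher's exact test at 90 min (largest adjusted p = 1.55e-30). In the scaled chi-square test at 90 min their unadjusted p ran from 8.05e-04 for SFP2 to 0.0285 for SUVH3, and the adjusted p from 0.189 to 0.621, although the change was the largest possible. SUVH3 overlaps 2 other annotated genes, and AT2G47020 and AT5G50860 overlap 1 each, so their values are uncertain.

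The genes past the chi-square test scaled in 6 bins at both times were TLP18.3 (AT1G54780) and AT4G11320, named after their values were seen. The TLP18.3 second-window share was 52.3% of 10779 window reads in white light, 74.0% at 45 min and 72.8% at 90 min. That of AT4G11320 was 67.3% of 16986 window reads, then 83.0% and 81.3%. Neither gene passed with inflation taken at its own depth, where the adjusted p of the chi-square test at 90 min was 0.654 for TLP18.3 and 0.702 for AT4G11320. The unadjusted p at 45 and 90 min was 0.0410 and 0.0516 for TLP18.3, and 0.0919 and 0.133 for AT4G11320. Among genes within 2-fold of the depth, 3 of 29 and 0 of 28 changed as much as TLP18.3. For AT4G11320 the counts were 5 of 23 and 3 of 24. Both genes were picked for their change, so these counts are a description only. On simulated data with nothing changed and shares that scatter between libraries, the test scaled in 6 bins called 18 genes, 17 of them in the deepest bin. TLP18.3 also overlaps 2 other annotated genes.

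The gene past the chi-square test with inflation at its own depth at 90 min was AT1G30690, named after its values were seen. Its second-window share was 14.1% of 348 window reads in white light and 96.2% of 398 window reads at 90 min, a change of 82.2 points (scaled chi-square test, adjusted p = 0.0139). Its change at 45 min was 54.5 points and did not pass that test. The test divided by the inflation of the far-red pair at the depth of this gene, which was 23.0. In its depth bin, the inflation was 25.8 in the far-red pair and 37.4 for 90 min against white light. If the white light library is the noisier one, the adjusted p of AT1G30690 is too small.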

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

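The tests in this part were chosen after the results were seen, except the test of abundant genes and that of the genes named for their change.

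The second-window share of 4 genes of the shade list differed between 45 and 90 min by Fisher's exact test. The change was -9.72 points for ATHB2, -8.33 points for HFR1, -14.2 points for HAT1 and -27.0 points for CKX5, which overlaps other annotated genes. The test compares 1 library with 1 library. Among the 200 genes of most similar depth, the percentage that changed at least as much was 23.5% for ATHB2 (23.8% of the 172 genes within 2-fold of its depth, since few genes are as deep), 45.0% for HFR1, 55.5% for HAT1 and 33.0% for CKX5, with a median of 39.0%. The differences may therefore be part of the general spread between libraries, and an effect of the duration of far-red stays open and untested.

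Among the genes named for the largest changes at 90 min, 9 also differed between 45 and 90 min by Fisher's exact test. The rises from 45 to 90 min were 65.0 points for SFP2, 34.2 for TPR15, 66.7 for SUVH3, 88.9 for AT1G66500 and 40.2 for AT5G20885. The changes of the falling genes were -37.8 points for AT5G50860, -32.0 for AT5G22700, -51.2 for EMB2777 and -79.6 for UBP25. The median percentage of genes of similar depth that changed as much was 22.0%, from 0.5% for SFP2 to 50.5% for AT5G22700. Time in far-red and spread between libraries cannot be told apart for these genes, because the rule that named them picked shares at their limit at 90 min.

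Reads outside both start windows, which count in the read levels but in no comparison of start site use, made up 15.2% of the table in white light (95% Wilson interval 15.2% to 15.3%), 17.4% at 45 min and 16.7% at 90 min. A few abundant genes do not account for the difference, since the median gene rose by 12.2 points at 45 min, from 8.62% to 20.8%. The rise at 45 min was 17.1 points among genes with a mean under 100 reads per library, 17.9 points from 100 to 200 reads, and 0.676 points among the 575 genes with a mean of at least 1000 reads. At 90 min it was 0 points under 100 reads, where the median was 0% in white light and at 90 min, 11.7 points from 100 to 200 reads and 0.677 points from 1000 reads. The small rise among genes with many reads is consistent with fewer distinct molecules behind the white light reads, since a gene sampled through few molecules shows few start positions. An effect of far-red on genes with few transcripts stays open and untested.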

How the results depend on the processing

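No paired analysis was possible because each group has 1 library, and for the same reason leaving out replicates was not possible. The choice of the strongest position in each ATHB2 window was not run because the table gives no positions within windows. The read minimum for list genes removed none of the 6 genes and so tests nothing.

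The counts of changed genes against white light stayed within 1.5 times the reported ones under both read minima, both other minimum changes, the stricter adjusted p, thinned libraries and the lowest-numbered isoform. They ran from 2860 to 4515 genes at 45 min and from 3085 to 4639 at 90 min. The scaled chi-square test, added after seeing the data, moved them to 17 and 10 genes, the share of higher calls from 1942 of 4019 to 12 of 17 and from 2290 of 4153 to 10 of 10, and the genes past the threshold at both times from 2819 to 2. Its construction shows the cause, since it divides by the inflation of the far-red pair. After that division, genes with few reads cannot pass at any change. With the inflation taken from genes within 2-fold of the depth, also added after seeing the data, the counts were 0 at 45 min, 1 at 90 min (1 higher and 0 lower) and 0 at both times. For 90 against 45 min, a minimum of 20 points moved the count from 3653 to 2420, because fewer genes reach it, and the other alternatives gave 2817 to 4268. Agreement in direction was 92.1% with at least 50 reads and 94.2% at an adjusted p under 0.01.

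For ATHB2 at 45 min, the change of -6.45 points was reversed to 5.23 points with the window of 435 bases alone. It weakened to -4.88 points as a share of all transcript reads (Fisher's exact test, p = 0.0915), and -6.45 points did not pass the chi-square test scaled in 6 bins (p = 0.726) or at its own depth (p = 0.672). At 90 min, the change of -16.2 points weakened to -0.158 points with the window of 435 bases alone and did not pass the scaled chi-square test at -16.2 points, in 6 bins (p = 0.374) or at its own depth (p = 0.275). At its depth the test scaled in 6 bins needs a change of 36.1 points at 45 min and 35.6 points at 90 min for an unadjusted p under 0.05. As a share of all transcript reads it was -12.7 points (Fisher's exact test, p = 8.65e-06). The windows hold different reads, and the cause of their difference was not tested. The 25 white light reads of the window with 435 bases left limit its precision.

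The median log2 ratio of the shade list was positive under every alternative run. Median-of-ratios scaling and a pseudocount of 0.1 kept it within counting error, at 2.43 and 2.59 at 45 min and at 2.96 and 3.04 at 90 min. Leaving out 1 list gene in turn gave 1.66 to 3.18 at 45 min and 2.80 to 3.13 at 90 min. With 6 genes the median rests on the middle pair, so any gene left out shifts it.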

Other observations

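The tests in this part were chosen after the results were seen, except the thinning of the 45 min library and the simulation with a separate inflation per library.

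Against white light, 65.9% of genes tested passed Fisher's exact test at 45 min and 68.1% at 90 min. Counting error of independent reads did not give such numbers, since its simulation called 0 genes. Unchanged shares with reads as overdispersed as those of the far-red pair gave a mean of 3579 calls at 90 min, against 4153 observed. Spread between libraries is thus a candidate explanation for most of the calls, although the far-red pair also holds any effect of time. The slope of log inflation on log depth was 0.0694 in the far-red pair, while simulated shares that scatter alike at every depth gave 0.97, which argues against such scatter as the whole cause. Simulated reads copied from fewer molecules gave -0.21. The inflation was not flat, however. It fell from 31.9 in the shallowest bin to 22.0 and rose to 39.3 in the deepest, 1.79 times the lowest (95% bootstrap interval 1.505 to 2.18). Over the same 6 bins, simulated copied reads fell from 39.3 to 21.7 and simulated scatter rose from 5.88 to 106. Within the deepest bin the inflation of the far-red pair rose from 28.0 at 500 to 1000 reads to 630 above 10000 reads, while the median absolute change was 8.16 points and 6.59 points. A candidate explanation is copied reads at low depth together with a scatter of a few points that depth does not reduce. Copied reads and other sources of spread cannot be told apart, since copies per molecule that differ with depth would also give this shape. Far-red differs from white light only between single libraries, so an effect of light on part of these genes stays open.

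If the inflation of each pair is split between its libraries, white light has 55.9, 90 min 31.9 and 45 min 23.3. This split assigns any effect shared by both far-red libraries to white light, the only library of its condition. The value of white light is thus not a measure of that library alone. Other measures put the libraries in the same order. Second windows had 0 reads in 2485 of 10220 cases in white light, 1826 at 90 min and 1664 at 45 min. Lower depth did not account for this, since the 45 min library thinned to the white light total had a mean of 1704 such windows. First windows also had 0 reads more often in white light (510) than in the thinned 90 min library (436) and the thinned 45 min library (192). Genes with a mean under 100 reads had 0 reads outside their windows in 64.4% of cases in white light, 53.0% at 90 min and 23.2% at 45 min. These values are consistent with a white light library made from fewer distinct molecules, a hypothesis that molecular identifiers or duplicate rates could test.

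The share of genes that changed in the same direction at both times (92.2% of those past the threshold at both) was above that of unchanged libraries with equal inflation (82.8%). Unchanged libraries with a separate inflation per library gave 91.0%. That inflation was taken from these same pairs. The simulation still gave fewer calls at 90 min (mean 3845 against 4153 observed). It also gave less agreement over all genes tested (72.8% against 74.2%). A larger scatter of the white light library and an effect of far-red on many genes cannot be told apart here, because white light has 1 library and both would raise this share.

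The rise of ATHB2 reads in far-red stood outside the spread of read levels among genes of similar mean level. Among 200 genes of similar level, 0% rose as much at 45 min and 0.5% at 90 min, and among the 280 genes within 2-fold of its mean level 0% and 0.357% did. That mean covers all libraries and was 753.9 RPM, while ATHB2 had 93.6 RPM in white light. The matched genes therefore need not be as shallow in white light. Among the 4421 genes with at least 100 white light reads, ATHB2 ranked 1 at 45 min and 3 at 90 min. All 52 genes with a larger log2 ratio at 45 min had at most 20 white light reads, as had 254 of the 270 such genes at 90 min. By its rank among genes with at least 100 white light reads, spread between libraries is an unlikely explanation for the rise. An effect of far-red is the open hypothesis. The fall of the ATHB2 second-window share at 90 min was different. A shift of all genes did not give it, since the median gene changed by 2.42 points in the other direction, but 28.5% of genes of similar depth changed as much, so spread between libraries may explain it. The reads of both second windows rose in far-red, by 14.4-fold at 45 min.

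The coding sequence left downstream of second windows was a multiple of 3 bases more often than chance gives. Counting each window of a gene once, 3591 of 10210 windows (35.2%, 95% Wilson interval 34.3% to 36.1%) left whole codons, against 33.3% by chance (exact binomial test, p = 9.01e-05). Isoforms counted more than once did not give the excess, since all 14437 entries gave 35.0%. The other remainders held 3339 and 3280 windows. Windows of overlapping transcripts and neighbouring positions are not independent, so the p-value may be too small. Base preferences of codon positions at the 5′ ends and ends left by decay that follows ribosomes are candidate explanations, and neither was tested. No biological explanation was tested.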
